A study of Drosophila melanogaster with 3 samples. Its data were reported in "Sites of transcription initiation drive mRNA isoform selection" (2023).

How the data were processed

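Iso-seq libraries were made from total RNA of the heads of 3-day-old w1118 flies kept at 25 °C. The libraries were prepared from 0.5 µg of RNA, amplified with 14 PCR cycles, selected for transcripts above 3 kb and sequenced on 3 SMRT cells. According to the study's methods, the authors derived consensus reads with the Iso-seq pipeline, merged the replicates, aligned them to dm6 with STARlong, and corrected and collapsed them into isoforms with FLAIR, using short-read splice junctions and a database of experimentally mapped promoters to keep reads with a supported 5′ end. Isoforms needed at least 2 full-length reads, and up to 5 ends were allowed per splice chain. The deposited file has other units than expression: it lists the genomic start and end of each exon of each isoform as coordinates on dm6, with no normalization and no abundance. The authors' methods also describe a filter on 3′ ends; whether it was applied to this file is not given in the sources used here. A further number per isoform in the file, close to its spliced length, has no stated meaning and was not used.

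The 3 libraries form 1 group, and the file holds their pooled isoforms, so no test between groups, no leaving out of a replicate and no spread between replicates was possible. The depth per library is not given in the sources used here, and precision is stated as 95% intervals over isoforms or genes. Wilson intervals were used for shares, exact Clopper-Pearson intervals for sign tests and for the strand of single-exon isoforms, and exact conditional intervals for odds ratios.

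The file held 25067 exon lines and 5272 isoforms of chromosomes 2L, 2R, 3L, 3R, 4 and X. Isoforms and genes were compared with the Ensembl annotation of BDGP6.54, the same assembly as dm6. Of 4059 gene identifiers, 4035 matched it and 24 did not. Of the matched genes, 4029 are protein-coding. This annotation is more recent than the release the authors used, so an end or a splice chain called unannotated here can have been annotated then. The left end of an isoform lies 1 nt to the right of the annotated start, and ends were called equal within 1 nt. Single-exon isoforms with a gene identifier (269) took the strand of their gene. The 303 isoforms at loci without a gene identifier were left out of all tests of genes.

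For each gene, 5′ ends within 50 nt were merged into a TSS and 3′ ends within 150 nt into a PAS, as the study defines them; this gave 4314 TSSs and 4436 PASs. A splice chain, the ordered set of junctions of an isoform, was called annotated, part of an annotated chain, a new combination of annotated junctions, or unannotated at a junction or a splice site. Alternative TSSs and APA were related by Fisher's exact test, and by an exact conditional test within groups of 2, 3, 4, 5 to 6, 7 to 9 and 10 or more isoforms. Correlations across genes had 100000 permutations. Numbers of TSS-PAS combinations were compared with 1000 permutations of PASs within genes. Links per gene used the chi-squared statistic on isoforms with 10000 permutations and Benjamini-Hochberg adjustment at 0.1, for genes with at least 4 isoforms; for internal splicing only junctions between all TSSs and all PASs of the gene counted. Distal PASs, the length of unannotated isoforms and the type of APA were tested with exact sign tests and Fisher's exact test. All tests were two-sided.

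Of 352 symbols in 14 gene lists written before the data were examined, 332 matched the annotation and 20 did not. The lists cover photoreceptors, synaptic vesicles and active zones, ion channels, neuronal RNA-binding proteins, neural 3′ UTR extensions, the circadian clock, glia, muscle, fat body, immune peptides, germline, chromatin and promoters, cleavage and polyadenylation, and genes named in the study. The last includes csw, which the study names only among fly stocks, as the target of a guide RNA line of the kind it used to activate TSSs. Other targets listed there, such as SPoCk, twin and brat, are not on this list. Detection was compared with 10000 random lists of protein-coding genes matched in 10 classes of the longest annotated transcript. A second set of 10 gene families, defined by symbol, was added later; Cyp1 and Cyp40, cyclophilin genes that the symbol pattern had first taken as cytochrome P450 genes, were removed after the counts were seen. Several genes sit on more than 1 list, such as AGO1 and Glut1.

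Named genes were fixed by rule before the data were examined: every listed gene named in the study; the 10 genes with most isoforms; the 10 with most TSS-PAS combinations; the 10 with the smallest adjusted p for TSS-PAS links, with ties broken by Cramer's V and then by isoform number; the genes of the 5 longest isoforms; up to 4 detected members of each list with most isoforms; and the 10 genes with the largest tandem PAS distance. Genes named outside the rule are marked as chosen after their values were seen.

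Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9. The tests were tested on simulated data. With the group sizes of the 599 genes here, the test of alternative TSSs against APA within groups passed 0.05 in 100% of simulations with a true odds ratio of 4. With a true ratio of 1 it passed in 1.5%. In these simulations an added end never made an added isoform, as it can in the data, so these shares do not carry over to the 599 genes. The test of links per gene called 0% of completely linked genes with 4 isoforms each and 100% with 8 or with 16. It called 3.5% of unlinked genes with 8 isoforms and 1% with 16. The simulated genes had evenly split ends and were adjusted together with many linked genes, so these shares do not carry over to the genes here. For TSS-exon links, lola, with 8 isoforms and complete association, had an adjusted permutation p of 0.586. Combinations in the 111 genes passed 0.05 in 2.5% of shuffled sets. Detection passed 0.05 for 4% of random lists of 25 genes and for 92.5% of lists drawn with 5 times the weight on detected genes.

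Alternatives covered merging windows of 10 and 200 nt for TSSs and of 50 and 500 nt for PASs, merging in fixed spans, leaving out single-exon isoforms or isoforms above 10 kb, stricter isoform numbers and thresholds, other definitions of length, annotation and detection, and random lists that were not matched. Added after the data were seen were the strand as deposited, genes reassigned from the current annotation, groups by splice chains, genes whose isoforms differ, or all differ, in internal junctions, annotation by the transcript name in the file, genes with every PAS downstream of every TSS, leaving out isoforms that end over 150 nt from every annotated transcript end, and leaving csw out of the genes named in the study. Poly(A) signals and A-rich sequence at PASs, which need the genome sequence, were planned and are not analysed here; 32 of the alternatives chosen before the data were examined depend on it and were not run.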

Results

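Full-length cDNA from the heads of adult wild-type w1118 flies was sequenced with PacBio Iso-seq, in which a single consensus read spans a transcript from its 5′ end to its 3′ end. The study asked how the site of transcription start relates to exon choice and to the choice of 3′ end. These head libraries were 1 source of its combined assembly. According to the study, Iso-seq had few reads next to nanopore cDNA and contributed much less to that assembly. The study took its trusted 3′ ends from direct RNA sequencing and FLAM-seq, and its TSSs from a promoter database. All 3 libraries belonged to 1 group, w1118 heads, from 3-day-old untreated flies, and they were pooled before assembly. The deposited file gives exon coordinates on the dm6 build and no abundance. Depth and values per library are not used here, and no replicate error can be given from the pooled file. Intervals and p-values below therefore cover only the number of isoforms or genes counted. No control or treated group exists within these libraries, and comparisons were made between genes or between isoforms of the same gene.

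The head assembly held 5272 isoforms, and 4969 of them carried the identifier of 1 of 4059 genes. Atpalpha, the alpha subunit of the sodium-potassium ATPase, and MESK2 had 10 isoforms each, the most of any gene. They were followed by mod(mdg4), a chromatin protein gene with 9, and by up (troponin T), cpx (complexin, a regulator of synaptic vesicle fusion) and lola, a locus of BTB zinc-finger transcription factors, with 8 each. Syt1, the calcium sensor of synaptic vesicle release, and 14-3-3zeta had 7, and Gs2 (glutamine synthetase) and the RNA-binding protein gene Hrb98DE had 6. Most genes were represented by a single isoform: 3460 genes, or 85.2% (95% Wilson interval 84.1 to 86.3%), while 599 genes had 2 or more and 71 had 4 or more. The spliced length had a median of 1990.5 nt and quartiles of 1354 and 2828 nt. The longest isoforms came from FASN1, which encodes fatty acid synthase (8621 nt), tud (8332 nt), alpha-Spec (alpha-spectrin, 8220 nt), the photoreceptor receptor kinase gene sev (8170 nt) and CG44195 (8082 nt). The isoform assigned to CG44195 starts at 7695654 on chromosome 3L, as an Ank2 isoform does, and ends 1929 nt beyond the annotated end of CG44195, over Ank2 on the same strand, so its gene label is uncertain. Although the libraries were size-selected for transcripts above 3 kb, 4127 isoforms, or 78.3% (77.1 to 79.4%), were shorter than that.

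**Figure D1:**
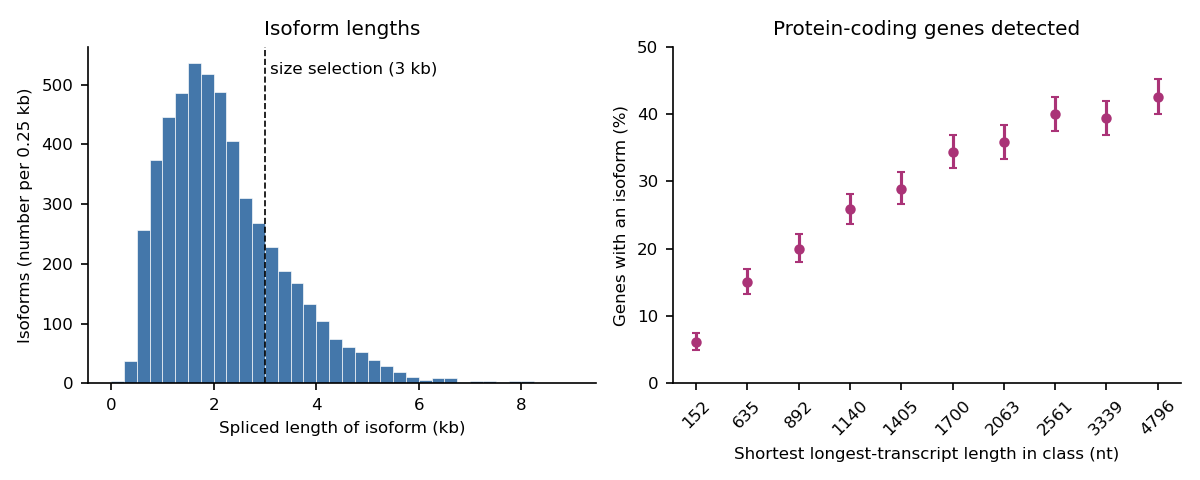
Left, number of isoforms per 0.25 kb of spliced length in the pooled head assembly, with the 3 kb size selection as a dashed line. Right, share of annotated protein-coding genes with at least 1 isoform in 10 classes of the longest annotated transcript (points, percent; bars, 95% Wilson intervals), labelled by the shortest length in each class; it rose from 6.08% to 42.6%.

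Which genes the head catalogue contains was asked for 14 gene lists. Genes of photoreceptors, muscle, glia, synaptic vesicles and active zones, the circadian clock and neuronal RNA-binding proteins had isoforms more often than random lists of protein-coding genes of matched transcript length. Of 31 photoreceptor genes, 25 were found where 11.2 were drawn at random (adjusted permutation p = 0.0014), among them trpl, a light-activated channel, with 6 isoforms, and Arr1 (arrestin) and Galphaq with 4 each. Of 23 muscle genes, 19 were found against 7.89 (adjusted permutation p = 0.0014), including up with 8 isoforms and Zasp66 with 4. Of 18 glial genes, 14 were found against 7.08 (adjusted permutation p = 0.00747), led by Gs2. The synaptic list had 23 of 34 genes against 14.0 (adjusted permutation p = 0.0098), with 8 isoforms of cpx, 7 of Syt1 and 5 of shi, which encodes dynamin. The clock genes tim, cyc, CkIIalpha and CkIIbeta were among 12 of 16 circadian genes found against 5.88 (adjusted permutation p = 0.014). Among 29 RNA-binding protein genes, 19 were found against 12.2 (adjusted permutation p = 0.0388), including Hrb98DE and sm with 6 isoforms each and Syp and mub with 4 each. Well-known neural and glial genes were among the members without an isoform. They include elav, fne, Fmr1 and Imp among RNA-binding proteins, brp, Syn and Snap25 in the synaptic list, and repo, gcm and wrapper in glia. These were named after their values were seen.

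The other lists gave mixed counts. Genes named in the study were found for 11 of 15 members against 6.12 (adjusted permutation p = 0.0388), which is not independent evidence, since the study itself picked them. The call ended without csw, which is named there only among fly stocks, as a guide RNA target (10 found against 5.69, adjusted permutation p = 0.0650). For fat body genes the count was 13 of 23 against 7.65 (adjusted permutation p = 0.0525), with 5 isoforms of apolpp, the lipoprotein precursor, and 3 of the trehalase gene Treh. Immune genes were found for 6 of 21 members against 2.62 (adjusted permutation p = 0.0955), among them DptA, PGRP-LB, PGRP-LC and TotA. Ion channel genes were found for 18 of 40 against 16.4 (adjusted permutation p = 0.894), chromatin and promoter genes for 11 of 25 against 9.83 (adjusted permutation p = 0.91), and cleavage and polyadenylation factors for 6 of 16 against 5.74 (adjusted permutation p = 1). The ion channel gene GluClalpha, which encodes a glutamate-gated chloride channel, had 5 isoforms. Dfd, E(z), Pc and trx, members of the chromatin and promoter list, had 1 each. The polyadenylation factors Clp, CstF64 and hrg had 1 isoform each and Pcf11 had 2. Genes with described neural 3′ UTR extensions were found for 7 of 16 against 6.81 (adjusted permutation p = 1), with arm, AGO1 and Hrb27C among them. Of 25 germline genes only grk, tud, gcl and twin, 4 in all, had an isoform, against 9.30 drawn at random (adjusted permutation p = 0.061).

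Detection was tested with 10000 random lists per gene list, two-sided, and the p-values were Benjamini-Hochberg adjusted over the 14 lists; 7 lists passed 0.05, and the smallest p the draws can give is 0.0002, before adjustment. When a gene needed 2 isoforms to count as found, 4 lists passed, and those of glia (adjusted permutation p = 0.204, over all alternatives 0.00056 to 0.204), the clock (0.283, 0.00056 to 0.283) and the genes named in the study (0.0577, 0.0016 to 0.0650) did not. With genes reassigned from the current annotation, the RNA-binding protein list did not pass (adjusted permutation p = 0.0521, over all alternatives 0.00056 to 0.0521) and the immune list did (0.0412, 0.0412 to 1). Without matching on length the fat body list passed (adjusted permutation p = 0.0133, 0.0133 to 0.167), and the immune list was found at 0.987 times the random mean in place of 2.29 times. Transcript length mattered for detection: 4029 of 13986 annotated protein-coding genes, or 28.8% (28.1 to 29.6%), had an isoform, but only 6.08% (4.94 to 7.45%) of those whose longest transcript was at most 634 nt, against 42.6% (39.99 to 45.2%) of those of 4796 nt or more. The assembly lists only isoforms with a supported 5′ end and a minimum number of reads. A gene without an isoform was therefore not detected under these filters at this depth and is not shown to be silent.

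**Figure D2:**
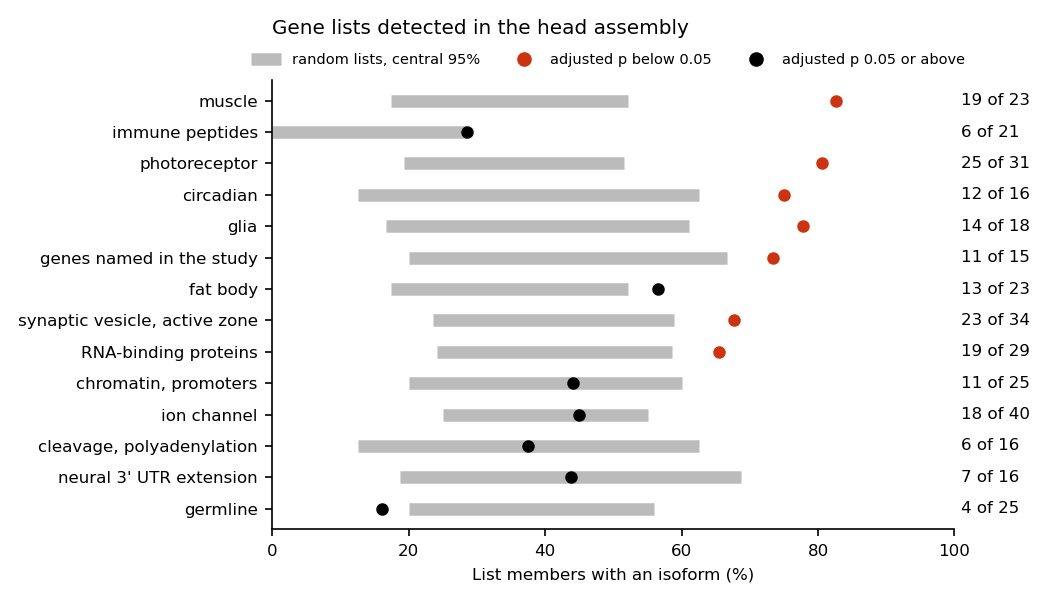
Percent of the members of each gene list with at least 1 isoform in the head assembly (points), ordered from top to bottom by falling ratio of the number found to the mean of random lists; grey bars show the central 95% of 10000 random lists matched on transcript length. Muscle genes (19 of 23) and photoreceptor genes (25 of 31) lie far to the right of their bars, and germline genes (4 of 25) lie to the left of theirs.

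Among the genes named in the study, Act5C, an actin gene, had 2 isoforms on chromosome X that differ in transcription start site (TSS) and polyadenylation site (PAS), from 5900862 to 5904464 and from 5901983 to 5904652. For ttk, a zinc-finger repressor gene, and for Mvl, a metal transporter gene, 2 TSSs each led to a single PAS. Both stai (stathmin) isoforms ran from 6109668 to 6124653 on chromosome 2L, with 7 and 6 exons, so that no alternative end of stai was present. The genes chic, chn, wun, Mp, Glut1 and Fatp1 had 1 isoform each, and none was listed for pum, orb, ttv or Calx. The tyrosine phosphatase gene csw, named in the study only among fly stocks as a guide RNA target, had 3 isoforms from 2 TSSs to 2 PASs on chromosome X. Its isoform from the upstream TSS at 2094235 ended at 2114526, and both isoforms from the TSS at 2108250 ended at 2113664, all within the annotated 3′ UTR.

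The structure of the isoforms was compared with the current annotation of the same genome. Of all isoforms, 3766, or 71.4% (70.2 to 72.6%), had an annotated splice chain, including both stai isoforms and 7 of the 9 isoforms of mod(mdg4). Another 609 (11.6%, 10.7 to 12.4%) had a chain that is part of an annotated one, such as 6 of the 7 Syt1 isoforms and all 5 of apolpp. New combinations of annotated junctions made up 262 isoforms, among them 5 of the 8 of cpx, 5 of the 10 of MESK2 and all 4 of CG10737. A further 63 isoforms used an unannotated junction between annotated splice sites, as did 2 of SERCA, the calcium pump of the endoplasmic reticulum, and 1 of Atpalpha. Only 61 of 16018 junctions were unannotated. An unannotated splice site occurred in 2 isoforms, of udd and gw, which were chosen after their values were seen, and 570 isoforms had a single exon.

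The ends of the isoforms lay mostly on annotated ends. Of 4702 multi-exon isoforms, 4520, or 96.1% (95.5 to 96.6%), started within 1 nt of an annotated 5′ end and only 15 (0.319%) started 2 to 10 nt away. For 3′ ends, 2904, or 61.8% (60.4 to 63.1%), lay within 1 nt of an annotated end, and 1149 (24.4%, 23.2 to 25.7%) lay over 150 nt from any. TSSs in the comparisons below are therefore mostly annotated ends, but PASs of genes with several often are not: of the 291 genes with more than 1 PAS, only 75 (25.8%, 21.1 to 31.1%) keep 2 without ends over 150 nt from annotation. The ends far from annotation were frequent among isoforms with a partial chain: 497 of the 609, or 81.6% (78.3 to 84.5%), had one, against 14.7% (13.6 to 15.8%) of isoforms with an annotated chain. In Syt1, 6 isoforms on chromosome 2L ended inside introns, between 2785079 and 2791406, and the 7th reached the 3′ UTR at 2781537.

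**Figure D3:**
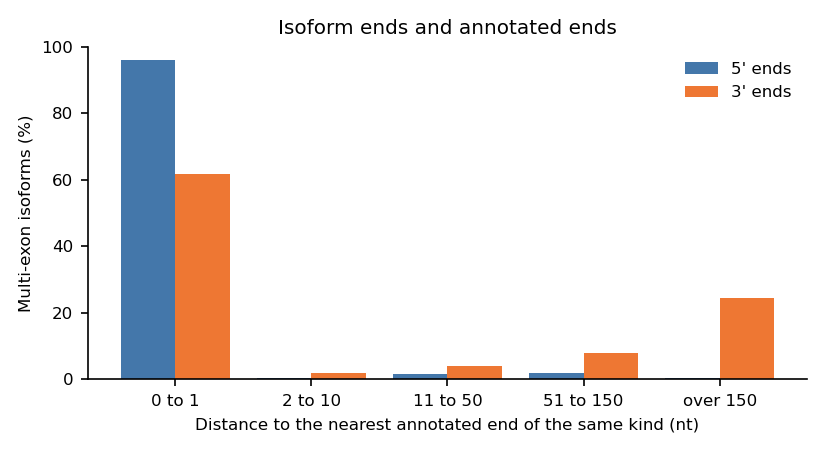
Percent of the 4702 multi-exon isoforms whose 5′ end (blue) or 3′ end (orange) lies at the given distance in nt from the nearest annotated transcript end of the same kind. Almost all 5′ ends (96.1%) fall in the class of 0 to 1 nt, and 3′ ends fall there (61.8%) or over 150 nt away (24.4%).

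Whether unannotated isoforms are longer was asked within genes that had both kinds. In 140 of 252 such genes the unannotated isoforms had the larger median spliced length and in 112 the smaller, which is 55.6% (exact 95% interval 49.2 to 61.8%; exact two-sided sign test, p = 0.0888), with a median difference of 62 nt. Counting only the length between the first and the last exon turned the direction, to 34.7% of genes (exact p = 2.70e-06). This is in part built into the definitions. Parts of an annotated chain, present in 149 genes, have fewer junctions than that chain, and isoforms with only a first and a last exon have no internal length. Split by kind, after the values were seen, new combinations or junctions were longer in 81 of 129 genes (62.8%, 53.8 to 71.1%, exact p = 0.00465, median difference 97 nt). Parts of annotated chains were longer in 69 of 149 (46.3%, 38.1 to 54.7%, exact p = 0.413). Across all multi-exon isoforms, new combinations or junctions made up 1.49% (0.888 to 2.48%) of the shortest of 5 length classes, which ended at 1283 nt, and 16.3% (14.1 to 18.8%) of the longest, which began at 3182 nt. The shares of all unannotated chains in these classes were 10.3% (8.52 to 12.4%) and 30.7% (27.9 to 33.8%).

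Whether genes with alternative TSSs also use alternative polyadenylation (APA, more than 1 PAS) was asked over 4059 genes. Alternative TSSs were found in 226 genes (5.57%, 4.90 to 6.32%) and APA in 291 (7.17%, 6.42 to 8.004%), and 111 genes had both, among them cpx with 5 TSSs and 2 PASs, lola with 3 and 6, Svil (supervillin) with 4 and 5, and shot, a spectraplakin that links actin and microtubules, with 4 and 4. Of the genes with alternative TSSs, 49.1% (42.7 to 55.6%) had APA, against 4.70% (4.07 to 5.41%) of genes with 1 TSS. The odds ratio was 19.6 (95% interval 14.3 to 26.7; two-sided Fisher's exact test, p = 2.92e-73). Among genes with the same number of isoforms, however, no excess was found: the odds ratio over 599 genes with 2 or more isoforms was 0.842 (0.583 to 1.21; exact conditional test, two-sided, p = 0.373). Of genes with exactly 2 isoforms, 37.6% (30.0 to 45.8%) of those with alternative TSSs and 41.9% (36.3 to 47.7%) of those with 1 TSS had APA; for genes with 3 isoforms the shares were 57.8% (43.3 to 71.0%) and 65.5% (52.7 to 76.4%). Without isoforms ending over 150 nt from annotated 3′ ends, a choice made after the data were seen, the ratio within groups was 1.02 (0.569 to 1.82; exact p = 1). Genes with a single isoform cannot have an alternative end of either kind, so the pooled value also counts differences in isoform number. Conversely, an added end can itself make an added isoform, which lowers the ratio within groups. In 445 genes whose isoforms all differ in internal junctions, chosen after the data were seen, the ratio within groups was 0.958 (0.614 to 1.49, exact p = 0.915). There isoform number does not need differing ends. But only junctions between all TSSs and all PASs of a gene count, so alternative ends shrink the region compared. The choice of these genes thus depends on the ends themselves, and this ratio does not remove the limit.

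The numbers of TSSs and PASs were correlated across genes, from Mvl with 2 TSSs and 1 PAS to SERCA with 4 and 3 and Svil with 4 and 5; mod(mdg4), with 2 TSSs, had 9 PASs, the most of any gene. Across 4059 genes, which are not independent replicates, Spearman's rho was 0.397 and Pearson's r 0.399, both with a two-sided permutation p of 1e-05, the smallest that the permutations can give (adjusted p = 2e-05). Within groups of genes with equal isoform numbers the values were -0.0424 (permutation p = 0.354, adjusted 0.472) and -0.0346 (permutation p = 0.59, adjusted 0.59), over 599 genes, with Benjamini-Hochberg adjustment over these 4 values.

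RNA-binding protein genes carried both kinds of alternative ends more often than other detected genes. AGO1, Hrb98DE, sm, orb2, ps and Rbp6, 6 of 19 detected members (31.6%, 15.4 to 54.0%), had alternative TSSs and APA, against 2.60% of the other genes; orb2, ps and Rbp6 were named after their values were seen. The odds ratio was 17.2 (5.27 to 49.8; two-sided Fisher's exact test, adjusted p = 0.000104 over 14 lists). Compared with genes of the same isoform number, the odds ratio was 3.05 (0.726 to 12.6; adjusted p = 0.701 by the exact conditional test), and no list passed. Without isoforms ending over 150 nt from annotated 3′ ends, no list passed either, and for this one the odds ratio was 8.08 (0.184 to 57.7; adjusted p = 0.384 by Fisher's exact test, 0.000104 to 0.384 over all alternatives). Of the neural 3′ UTR genes, 2 of 7 had both (28.6%, 8.22 to 64.1%; odds ratio 14.4, 1.36 to 89.4, exact p = 0.0142, adjusted 0.0996), and of the genes named in the study 2 of 11 (18.2%, 5.14 to 47.7%; odds ratio 8.02, 0.834 to 39.4, exact p = 0.0347, adjusted 0.162). Without csw the latter odds ratio was 3.98 (0.0900 to 29.1). Differences between lists were not tested. The lists other than that of RNA-binding proteins had 0 to 2 such genes, some named after their values were seen: csw and Act5C among genes named in the study, norpA and Ggamma30A in photoreceptors, AGO1 and arm among neural 3′ UTR genes, Gs2 and moody in glia, Tm1 and Msp300 in muscle, cpx, Ih and tim in the synaptic, channel and clock lists, and none elsewhere.

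Whether TSSs and PASs combine freely was asked in the 111 genes with more than 1 of each. The most combinations were listed for mod(mdg4), with 9, lola with 8, Atpalpha with 7 and SERCA and Glut4EF with 6; Syt1 and GluClalpha, each with a single TSS, and Ogdh, shot and CLIP-190 had 5. In lola, on the minus strand of chromosome 2R, isoforms from the TSSs at 10541595 and 10535032 both ended at 10531655 and at 10515015, while the end at 10500199 was reached only from the former. Together the 111 genes showed 315 of 600 possible combinations. Shuffling the PASs among the isoforms of each gene gave a mean of 314.2 (95% of shuffles 308 to 320; permutation test, two-sided, p = 0.947). Keeping every PAS downstream of its TSS in the shuffles gave 313.6 (308 to 319; permutation p = 0.761). Only 58 of these genes had 3 or more isoforms, and in the others shuffling cannot change the number. The number is also fixed where every isoform has its own TSS or PAS, as in mod(mdg4), Svil, Lmpt and Ank2. Fewer than 58 genes therefore inform these tests. Isoforms of the same splice chain are listed apart only by their ends, which the shuffles do not keep.

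**Figure D4:**
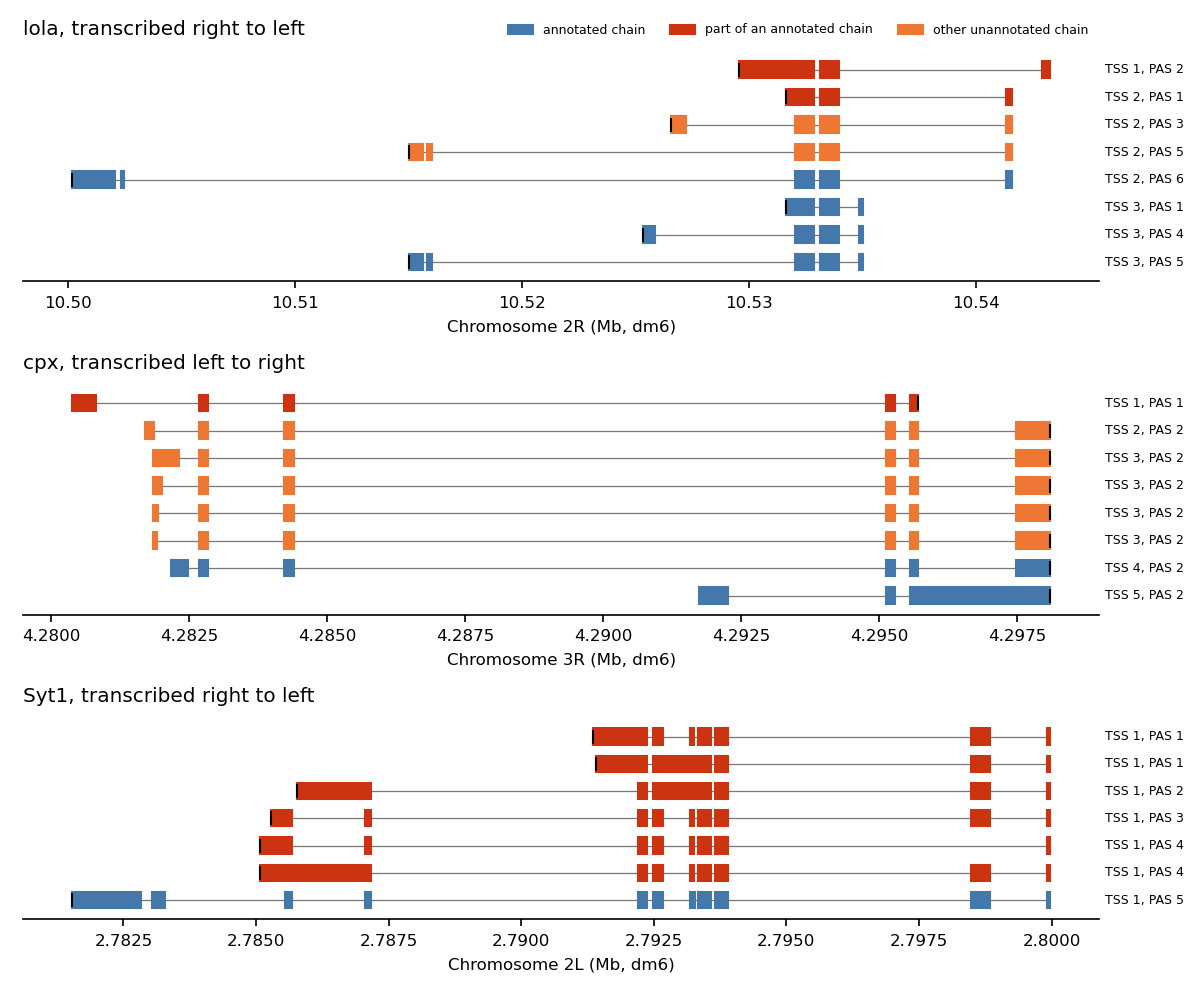
Isoforms of lola, cpx and Syt1 on dm6, 1 line per isoform, with exons as boxes to scale (at least 60 nt wide as drawn), introns as lines and the 3′ end as a black tick; the number of the TSS and PAS, counted in the direction of transcription, stands to the right. In lola the PASs 1 and 5 occur with the TSSs 2 and 3, in cpx 7 of 8 isoforms share PAS 2, and in Syt1 all isoforms share a single TSS.

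Links between specific TSSs and PASs were then tested gene by gene in 32 genes with 4 or more isoforms. In cpx, CG10737 and Slob each PAS or each TSS went with a single partner (Cramer's V = 1). In mod(mdg4), Svil, Lmpt and Ank2 (ankyrin) every isoform had its own TSS or PAS, so V is 1 under any shuffle and shows no link. By V, shot (0.866), lola (0.842) and Glut4EF (0.816) followed. In cpx on chromosome 3R, the isoform from the TSS at 4280386 was the only 1 to end at 4295700, in coding sequence, and the 7 isoforms from the other 4 TSSs all ended at 4298106. No gene passed an adjusted p of 0.1: 0 of 32 by the permutation test written in numpy (for cpx, permutation p = 0.50), and 0 at an unadjusted p under 0.05. With a median of 5 isoforms, 0 of the 32 genes had numbers that allow a p under 0.05, so this test could not show a link. The read counts behind each isoform, which the study's own test of promoter bias used, are not used here.

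Links between TSSs and internal splicing were tested in 32 genes. In lola, the 3 TSSs were split without overlap between 2 internal splice patterns over 8 isoforms (Cramer's V = 1, permutation p = 0.0183, adjusted p = 0.586 over 32 genes). Glut4EF, sm, Atpalpha, Hrb98DE, 14-3-3zeta and arm also had V = 1, with permutation p-values from 0.0944 for Glut4EF to 0.255 for arm. Association was complete in 26 of the 32 genes, so V = 1 singles out no gene. In some of them, such as CLIP-190 and CG10737, every isoform had its own splice pattern, which fixes V. Of 32 genes, 0 passed the adjusted threshold of 0.1 in the permutation test in numpy, and 1, lola, had an unadjusted p under 0.05; lola was also the only 1 whose isoform numbers allow such a p, so its place does not show a stronger link than in other genes. When only the 3 genes with 8 or more isoforms were tested, lola, the only 1 of them that could, passed with an adjusted permutation p of 0.0549; over all alternatives the smallest adjusted p ranged from 0.0549 to 1.

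Between internal splicing and PASs, Hrb98DE had V = 1 (permutation p = 0.207) among 43 genes. In trpl and CLIP-190 V was also 1, but every isoform had its own splice pattern, which fixes V (permutation p = 1). Of the 43, 0 passed and 0 had an unadjusted p under 0.05 in the same test; only Atpalpha, Syt1, SERCA and MESK2, 4 genes, had isoform numbers that allow such a p, and their permutation p-values were 0.504, 0.640, 0.591 and 1. Adjusted over the list alone, 0 members of any of the 14 lists passed in any of the 3 tests of links. This could hardly come out otherwise. At most 2 members per list were tested for TSS-PAS links and at most 3 in the other tests, and many lists had none. Of the members tested, only Syt1 had isoform numbers that allow a p under 0.05, in the test of splicing and PASs. The smallest unadjusted p of a list member was 0.1001, for TSS-exon links of the RNA-binding protein genes.

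Whether the distal PAS goes with the upstream TSS was asked in genes with both kinds of alternative ends. In csw, lola, SERCA, Hrb98DE, Gs2 and Mob2, isoforms ending at the most distal PAS started on average upstream of those ending at the most proximal PAS. In Act5C, cpx, shot, Svil, Slob and Tm1 (tropomyosin) they started downstream. Over 102 genes without a tie the counts were 41 upstream and 61 downstream, or 40.2% upstream (exact 95% interval 30.6 to 50.4%; exact two-sided sign test, p = 0.0594), and 9 genes were tied. Where every PAS lay downstream of every TSS, the counts were 40 and 47 (46.0%, 35.2 to 57.0%, exact p = 0.52). In the other genes, such as Svil and shot, the most proximal PAS lay upstream of a TSS. Its isoforms cannot start at that TSS, which favours a downstream count in these genes. With such genes kept, the share passed 0.05 with PASs merged within 500 nt (37.8%, exact p = 0.0474) and with genes reassigned from the current annotation (35.7%, exact p = 0.00269). It turned without isoforms ending over 150 nt from annotated 3′ ends (62.5%, exact p = 0.215).

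APA genes differed in how their PASs were arranged. In lola, mod(mdg4), Syt1, shot, SERCA and GluClalpha, at least 1 pair of PASs lay in different last exons, while in cpx, csw, Act5C, CaMKII and Gs2 all PASs lay in a shared last exon. Alternative last exons were found in 60 of 111 APA genes with alternative TSSs (54.1%, 44.8 to 63.0%) and in 121 of 180 with 1 TSS (67.2%, 60.1 to 73.7%). The odds ratio was 0.575 (0.343 to 0.961, two-sided Fisher's exact test, p = 0.0259). The type was called over all isoforms and PASs of a gene, so their numbers can affect it, and isoform number was not held equal. Genes with exactly 2 isoforms made up 53 of the 111 and 119 of the 180. The call ended with PASs merged within 500 nt (0.542, exact p = 0.0877), with reassigned genes (0.677, exact p = 0.116) and without isoforms ending over 150 nt from annotated 3′ ends (0.644, exact p = 0.361).

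PASs in tandem within a shared last exon occurred in 130 genes, with a median distance of 446 nt (quartiles 255 and 794 nt) between the outermost pair. The largest distances were 3065 nt in Atpalpha, 2406 nt in cpx, 2093 nt in lola, 1730 nt in a gene known here only as FBgn0037636, 1646 nt in CaMKII, a calcium-dependent kinase of synapses, and 1633 nt in SERCA. They were followed by Mob2 (1583 nt), Pkc53E (1576 nt), Lk6 (1539 nt) and SPoCk (1504 nt). In CaMKII, on chromosome 4, both ends, 1036935 and 1035289, lay in the annotated 3′ UTR, and so did 23929116 and 23927483 in SERCA on chromosome 2R. In Atpalpha both ends, 20967474 and 20970539 on chromosome 3R, lay in an annotated intron, and in Lk6 the proximal end at 11754296 on chromosome 3R lay in coding sequence.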

Values the study reported

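The study reported a combined assembly from several long-read methods and 3 tissues, with 59,970 full-length transcripts from 11,310 genes. Of these transcripts, it reported that 35,170 were found only in head samples, and that over 30,000 isoforms had not been described before. With read counts from nanopore cDNA, it reported that 55% of genes with alternative TSSs and APA showed promoter dominance in at least 1 tissue. It reported significant links between alternative splicing and APA in about 10% of genes with both.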

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

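Of the tests in this part, that of the share on the opposite strand was chosen after the result was seen. Outside every comparison of the report were 303 isoforms at 302 loci without a gene identifier, a signal in data that no gene test used; 301 of them had a single exon. Of the 303, 135 single-exon isoforms (44.6%, 95% interval 39.1 to 50.2%) overlapped an annotated gene on 1 strand only, and 57 of these 135 (42.2%, exact interval 33.8 to 51.02%) lay on the strand opposite to it and 78 on its own strand. Another 164 lay over no gene and 2 over genes of both strands.

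The same pattern was present among all single-exon isoforms over a gene on 1 strand only, with or without an identifier: 188 of 395 were opposite to the gene, while all 4671 multi-exon isoforms tested lay on the strand of their gene. Antisense transcripts would have ends that differ from those of the gene more often, but opposite isoforms had both ends within 150 nt of the gene ends in 59.6% of cases and isoforms on the gene strand in 51.7%, a difference of -7.88 percentage points (-17.5 to 1.92). What stays open is that strand was not determined for reads without a splice site: the share on the opposite strand was 47.6% (exact interval 42.6 to 52.6%), which includes an even split. At the loci without an identifier, the share opposite, 42.2% (33.8 to 51.02%), also includes an even split. Loss of strand may therefore account for both the 57 isoforms opposite to a gene and the 78 on its strand. It has no bearing on the 164 over no gene. Only 57 of the 188 opposite isoforms lacked an identifier, and why these loci lack one was not tested. Antisense RNA at individual loci was not tested.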

How the results depend on the processing

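Leaving out isoforms that end over 150 nt from annotated transcript ends, reassigning genes from the current annotation, keeping the deposited strand and grouping by splice chains or internal junctions and leaving csw out of its list were chosen after the data were seen. Of 137 values of the report's main results under an alternative, 125 were scored as unchanged. For tested values this means the same direction and side of the threshold. Counts of lists or genes passing were scored by size alone. The number of lists passing for detection ranged from 4 to 8. With genes reassigned, the RNA-binding protein list left and the immune list entered. Counts of TSS-PAS links stayed at 0, and in the main setting no gene could reach a p under 0.05. Merging ends differently, leaving out single-exon isoforms and the added choices kept the odds ratio of alternative TSSs and APA between 15.2 and 23.0, and the pooled Spearman correlation between 0.293 and 0.430. Within groups of equal isoform number the odds ratio stayed between 0.810 and 1.02, none past 0.05. No isoform exceeds 10 kb, so that setting moved nothing. Without ends over 150 nt from annotation, which removes most APA genes, that odds ratio turned to 1.02, the share of genes whose distal PAS goes with the upstream TSS turned to 62.5%, the odds ratio of alternative last exons was 0.644 and no longer passed, and 0 gene lists passed for both kinds of ends. With PASs merged within 50 nt, observed over shuffled combinations turned to 0.999. With PASs merged within 500 nt, the distal share passed at 37.8% and the last-exon odds ratio, 0.542, did not. With genes reassigned, these were 35.7%, past 0.05, and 0.677, not past it. Both distal shares include genes where a PAS lies upstream of a TSS, which favours downstream counts. Genes with unannotated isoforms longer turned to 34.7% when only internal length counted, which parts of annotated chains lower by definition. When a gene needed 2 isoforms, 4 lists instead of 7 passed. For TSS-exon links, 1 gene, lola, passed when 8 isoforms were required, since only 3 genes were then tested and only lola could pass. The cause was not tested for the other changes. The 32 alternatives that need poly(A) signals or A-rich sequence were not run. Absences can come from depth, not used here, or from the step that kept only reads with a supported 5′ end. Genes and ends backed by few reads, or without such support, are not listed, and no setting here can recover them. Which of these applied to a given gene was not tested.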

Other observations

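Of the tests in this part, the odds ratios without 3′ ends far from annotation and for isoforms that all differ in internal junctions, and the counts of extended and intronic ends were chosen after the results were seen. Genes of housekeeping complexes were found more often and chemoreceptor genes less often than random lists, among 10 gene families defined by symbol before their members were counted and tested as the gene lists were; the P450 family was corrected afterwards. Cytosolic ribosomal protein genes were found for 54 of 92 members against 15.5 in random lists of matched length (adjusted permutation p = 0.000667), among them RpL10, RpL15 and RpL5 with 2 isoforms each. Respiratory chain and ATP synthase genes were found for 36 of 91 against 16.4 (adjusted permutation p = 0.000667), with 3 isoforms each of SdhA and COX6B. Proteasome genes were found for 22 of 48 against 11.8 (adjusted permutation p = 0.0030), vacuolar ATPase genes for 17 of 33 against 9.04 (adjusted permutation p = 0.0080), with 4 isoforms of Vha100-1, and mitochondrial ribosomal protein genes for 22 of 73 against 11.9 (adjusted permutation p = 0.0080). Of 179 odorant, gustatory and ionotropic receptor genes, only Ir76a had an isoform, against 53.1 (adjusted permutation p = 0.000667), although antennae and mouthparts are part of the head. The unadjusted p of the ribosomal, respiratory and receptor families was 0.0002, the smallest the draws can give.

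The other families did not differ from random lists. Odorant-binding protein genes were found for 9 of 51 against 6.28 (adjusted permutation p = 0.406), cytochrome P450 genes for 29 of 83 against 27.6 (0.818), cuticle genes for 9 of 95 against 15.4 (0.111) and digestive serine protease genes for 7 of 27 against 4.91 (0.463). The last include alphaTry and Jon99Ciii. All genes named for families were chosen after their values were seen.

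Some isoforms ran past their genes and others stopped inside them. In 85 of 3771 genes (2.25%, 1.83 to 2.78%) a multi-exon isoform ended over 150 nt beyond the annotated gene end; 18 of these ends lay in another gene on the same strand and 49 in a gene on the opposite strand. The longest extensions were 7049 nt in udd, ending over Asap on the opposite strand of chromosome 2R, and 4220 nt in EMC2A, ending over MESK4 on chromosome 3R; these genes were chosen after their values were seen. In 440 genes a multi-exon isoform ended in coding sequence or an intron over 150 nt from any annotated end, as in Syt1 and Atpalpha, and in 805 genes (19.8%, 18.6 to 21.1%) every 3′ end was that far away. Of the 497 partial chains with such an end, 249 (50.1%, 45.7 to 54.5%) ended in coding sequence and 153 (30.8%, 26.9 to 35.0%) in an intron. Of 291 APA genes, 75 (25.8%, 21.1 to 31.1%) kept 2 or more PASs without these ends. Whether the ends come from priming at A-rich sequence or from intronic polyadenylation was not analysed here, since the genome sequence is not used here.

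Alternative TSSs and APA fell in the same genes, with a pooled odds ratio of 19.6. If single ends had been split into several, wider merging would remove the relation, but the lower of the odds ratios with TSSs merged within 200 nt or PASs within 500 nt was 15.2 (10.8 to 21.2). Ends far from annotation do not account for it either, since without them the odds ratio was 20.7 (12.3 to 34.8). What stays open is the number of isoforms recovered per gene. Among genes with equal isoform numbers the odds ratio was 0.842 (0.583 to 1.21), and 0.958 (0.614 to 1.49) where all isoforms of a gene differ in internal junctions. Both groupings depend in part on the ends themselves, as stated above. The pooled relation may reflect how many isoforms each gene has listed, by depth or by biology. No biological explanation was tested.

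Most isoforms, 78.3%, were shorter than the 3 kb for which the libraries were selected. Short transcripts may have passed the selection, since 58.7% (48.5 to 68.2%) of ribosomal protein genes, whose mRNAs are short, had an isoform. Truncation of longer transcripts cannot be told apart from this for isoforms with an annotated chain. Their median length was 0.999 of the annotated transcript of that chain, but 96.1% of their 5′ ends and 69.5% of their 3′ ends lay within 1 nt of an annotated end. If processing placed ends there, the ratio would not show truncation. Whether it did is not given in the sources used here. No biological explanation was tested.

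The assembly held 5272 isoforms, and 4059 genes with an identifier, from a single method in a single tissue. Both are lower than the counts quoted from the study above for its combined assembly. No gene passed here for links between TSSs and PASs (0 of 32) or between splicing and PASs (0 of 43), with isoforms in place of reads. These counts cannot be set against the shares quoted from the study above, which rest on reads. The sizes of these tests allowed only 0 and 4 genes to reach an unadjusted p under 0.05. The 4 are Atpalpha, Syt1, SERCA and MESK2.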
